A study of Mus musculus with 110 samples. Its data were reported in "Skin treatment with non-thermal plasma modulates the immune system through miR-223-3p and its target genes" (2024).

How the data were processed

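Small RNA sequencing measured mature miRNAs in both ears of 55 mice. The authors prepared libraries with the MGIEasy small RNA kit, sequenced them single-end on a DNBSEQ instrument and counted miRNAs with miRMaster 2.0 at standard settings. The submitters' processing notes name mm10 as the genome build. The version of the miRNA annotation is not stated. The deposited table holds the authors' raw expected counts for 1966 miRNAs in 110 libraries, with no scaling applied. Of the values above 0, 1.63% were not whole numbers, in 44 miRNAs, as where a read that fits more than 1 miRNA is split between them. Counts were rounded to whole numbers before any count model was fitted. Mice that the authors called outliers in a first look at the data are not in the table. How that choice would move the comparisons could not be tested.

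Sample types, times and mouse numbers came from the sample titles. The 4 sample types were treated left (TL), treated right (TR), untreated left (UL) and untreated right (UR) ears. The titles and descriptions carry 3 further marks. A separate numbering (IDs ending in a in the titles, with descriptions worded in another format) covers 8 treated mice and 1 untreated mouse. None of these treated mice stands at 120 min. A remark on precipitated RNA stands on 10 libraries of 7 untreated mice, 7 of them right ears. The treated mouse M38 carries the letter that marks controls in the other descriptions. Each mark was left out in turn as an alternative, and the titles decided the groups. Sequencing pools are not named in the labels, so a pool effect could not be tested.

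Total counts per library ranged from 2.58e+06 to 1.94e+07, with a median of 7.46e+06. Reads were amplified by PCR without molecular identifiers, so the counting error of a library does not cover unequal amplification. The standard errors given come from the spread between mice. No pair of libraries agreed within sampling noise: the smallest chi-square per degree of freedom between libraries of the same type was 56.7. As in the study's methods, a miRNA was tested when every library of at least 1 sample type held at least 5 counts. This left 495 miRNAs, which held at least 99.9% of the counts of each library.

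Comparisons used the edgeR quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with trimmed-mean (TMM) scaling and Benjamini-Hochberg adjustment over the miRNAs tested. The threshold was an adjusted p of 0.05. Treated (T) and untreated (U) mice were compared on the sum of both ears, so that each mouse counted once. Sample types over all times came from 1 fit with 4 groups. Single times came from 1 fit with 20 groups of sample type and time, which share an estimate of spread. The side difference is the left minus right difference in treated mice minus that in untreated mice. The time change is the 120 minus 0 min difference in TL minus that in UL. Standard errors (SE) are on the log2 scale.

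Levels (CPM) are counts scaled to the total miRNA counts of a library, given as mean ± SD over mice. Lists of miRNAs were tested with camera (limma 3.58.1) with the correlation within a list estimated, adjusted over lists. The whole profile was tested with adonis2 (vegan 2.7.1) on TMM-scaled log2(CPM + 1) averaged over both ears, with permutations of mice. Distances between ears used the same scaling. Correlations with time used log2(CPM + 1) and 100000 permutations, two-sided, adjusted over 20 relations.

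Before the data were examined, the comparisons, the lists, the alternative settings and the rule for named miRNAs were fixed. The rule takes the 5 miRNAs the study singles out and up to 10 higher and 10 lower miRNAs with the largest change among those past the threshold. Where fewer than 5 pass in a direction, it takes the 3 with the smallest p, given as not passing. It also takes list members as examples. The 12 lists cover erythroid, myeloid and pan-leukocyte, lymphocyte, epithelial, skeletal muscle, mesenchymal and smooth muscle, endothelial, cartilage, nerve and glia, injury and inflammation, p53 with DNA damage and hypoxia, and let-7 miRNAs. The study's 5 form a further list, chosen on these samples. Of these 5, miR-144-3p, miR-144-5p and miR-451a are also in the erythroid list, and miR-223-3p and miR-142a-5p in the myeloid list. The results of those lists are thus not independent of that choice.

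The ears carry mouse numbers, and both ears of a number come from the same animal, so the numbers pair the ears. The deviations of both ears from their group means correlated with a median of 0.23 over 55 mice (range −0.37 to 0.70), above 0.1 in 33 mice. In 7 mice the left ear correlated best with its own right ear among mice of its arm. The study tested ears unpaired, and so did the chosen fit; the mouse as a block was an alternative.

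Alternatives were scaling by library size, DESeq2 1.42.0, limma on log2(CPM + 1), and an unpaired Welch test on CPM with a limit of 1.5-fold. They also included no filter, a filter at a mean of 10 CPM, time as a factor, ears as separate samples, each label mark left out and each mouse left out in turn. Lists were also tested with a preset correlation and with fry. Leaving out all 3 label marks together, the mouse block for lists, the lists without the mice that had a precipitated library, the alternatives for slopes over time permutation tests of single miRNAs and the fit of miR-9-3p and miR-9-5p without mouse M1 were chosen after seeing the data.

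The count tests were tested on simulated data made from the means and library sizes of these samples. Each simulated library was drawn independently, with no link between both ears of a mouse and no other structure between samples. In each simulated comparison 295 of 495 miRNAs were unchanged and the others were changed 1.5-, 2- or 4-fold. Far fewer miRNAs passed in the real comparisons, and the Benjamini-Hochberg adjustment is stricter when few miRNAs change. The rates may therefore not carry over to the real samples, and the shares of changed miRNAs called may be too high for them. For TL against UL over all times, edgeR called 84.1% of miRNAs changed 1.5-fold, 98.5% of those changed 2-fold and 2.03% of unchanged ones. For T against U it called 84.1% and 100% of these and 5.42% of unchanged ones. For TL against UL at 120 min it called 42.9% of miRNAs changed 1.5-fold and 79.4% of those changed 2-fold. At 60 min it called 20.6% and 64.7% of these.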

Results

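Mature miRNAs were counted in the ear skin of 55 C57BL/6 mice, an inbred laboratory strain, with 1 library per ear and 110 libraries in all. The left ear of 28 anaesthetised mice was exposed for 10 min to non-thermal plasma (NTP), a partly ionised gas made here from argon. The other 27 mice were anaesthetised but not exposed. This gave 4 sample types: TL (n = 28), TR (n = 28), UL (n = 27) and UR (n = 27). Ears were collected at 0, 10, 30, 60 or 120 min, counted in treated mice from the end of exposure, and each mouse stands at 1 time. The paper does not state the starting point for ears of untreated mice. In its blood experiment, described as the same setup, untreated mice were timed from the onset of anaesthesia. Equal times in both arms may thus not mean equal time under anaesthesia. The treated arm held 6, 5, 6, 5 and 6 mice at these times and the untreated arm 6, 8, 4, 3 and 6. Median total counts were 7.55e+06 in TL, 7.79e+06 in TR, 6.98e+06 in UL and 7.52e+06 in UR.

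The skin profile was led by miR-26a-5p with 7.53% ± 1.17 of counts (SD, n = 110), let-7c-5p with 7.28% ± 1.43 and the epithelial miR-205-5p with 7.15% ± 1.18. The keratinocyte miRNA miR-203-3p, which limits the renewal of basal epidermal cells, held 3.54% ± 0.728. The 10 most abundant miRNAs held 51.7% ± 3.18 of counts. The first question was whether treatment or time shapes the whole profile. Arm accounted for 4.33% of the variation between the 55 mice (adonis2, permutation p = 0.0081), time for 5.48% (permutation p = 0.918) and their interaction for 6.60% (permutation p = 0.686). Both ears of a mouse lay closer together (distance 14.5 ± 4.47, n = 55 pairs) than left and right ears of different mice of the same arm (16.4 ± 4.61). The permutation p was 0.0001, the smallest the permutations can give. Without the mice that had a precipitated library, the permutation p for arm was 0.14.

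Comparing TL with UL asks what NTP goes with at the exposed ear. Erythroid miRNAs lead this comparison. The miRNAs miR-144-3p and miR-451a, processed from 1 transcript and among the most abundant in developing red cells, were higher in TL by 1.67 (SE 0.23) and 1.44 (SE 0.21) on the log2 scale. Mean levels of miR-144-3p were 681 ± 282 CPM in TL (n = 28) and 221 ± 114 CPM in UL (n = 27), and those of miR-451a were 2564 ± 1078 and 975 ± 533 CPM. All 28 TL ears lay above the UL median for miR-144-3p, and 25 of 28 for miR-451a. The myeloid miR-223-3p, a regulator of neutrophil maturation, rose by 0.54 (SE 0.11), from a mean of 669 to 963 CPM, and lay above the UL median in 25 of 28 ears. The leukocyte miR-142a-5p rose by 0.56 (SE 0.13), from 392 ± 125 to 569 ± 154 CPM, in 24 of 28 ears.

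Of 495 miRNAs tested with edgeR, 8 passed the threshold in TL against UL, 7 higher and 1 lower, and 5 of them changed at least 1.5-fold. Adjusted p from edgeR was 1.36e-08 for miR-144-3p, 3.42e-07 for miR-144-5p (log2 1.63), 2.28e-07 for miR-451a, 0.000143 for miR-223-3p and 0.00229 for miR-142a-5p. The others were miR-3473a (log2 1.10, adjusted p = 0.00168, above the UL median in 19 of 28 ears), miR-199b-5p (log2 0.49, adjusted p = 0.0298, 19 of 28 ears) and miR-667-3p (log2 −0.71, adjusted p = 0.00771, below the UL median in 22 of 28 ears). The lower miRNAs closest to the threshold were miR-183-3p (log2 −0.27), miR-1247-5p (log2 −0.67) and miR-200c-5p (log2 −0.49), which did not pass (edgeR adjusted p of 0.0611, 0.107 and 0.107). Without the mice that had a precipitated library, miR-199b-5p (edgeR adjusted p = 0.203) and miR-667-3p (adjusted p = 0.458) no longer passed. Without the mice whose ID ends in a, 22 miRNAs passed, 11 in each direction. With 1 mouse left out at a time 7 to 16 passed, the most without M36.

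**Figure D1:**
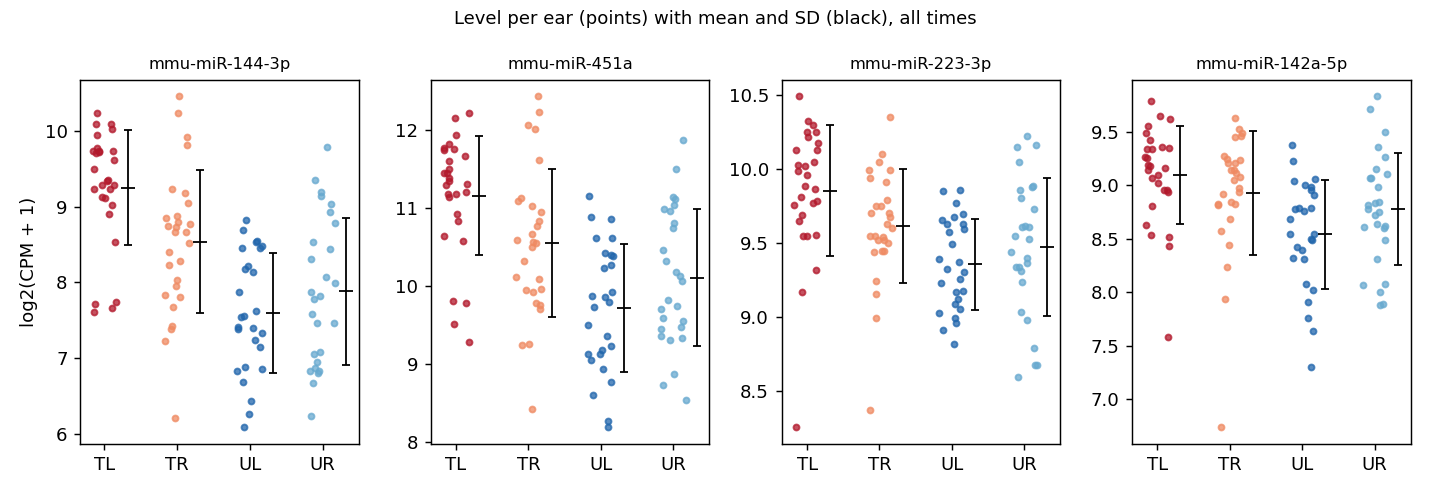
Level of 4 miRNAs as log2(CPM + 1) on the vertical axis, 1 point per ear, in TL, TR, UL and UR over all times. Black bars give the mean and SD; all 28 TL ears lie above the UL median for miR-144-3p.

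The genes of these miRNAs lie apart from each other except for 1 pair (mm10). Mir144 (chromosome 11, 78073005 to 78073070, + strand) and Mir451a (chromosome 11, 78073170 to 78073241, + strand) are neighbours, and Mir451b overlaps Mir451a on the opposite strand. Mir223 lies on chromosome X (96242817 to 96242926, + strand) within an exon of F630028O10Rik. Mir142 lies on chromosome 11 (87756864 to 87756927, + strand) in an intron of the non-coding Mir142hg, with Mir142b on the opposite strand. Mir3473a lies on chromosome X (162874918 to 162874995, − strand) in an intron of Syap1. Mir199b lies on chromosome 2 (32318460 to 32318569, + strand) opposite an intron of Dnm1, and Mir667 on chromosome 12 (109720006 to 109720097, + strand).

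By list, 3 of the 6 erythroid members tested rose in TL against UL and the other 3 did not pass; adjusted over the list alone, 4 passed, with miR-486a-5p at log2 0.94 (edgeR adjusted p = 0.069 over all). The erythroid list passed as a set (camera adjusted p = 7.47e-05). Of 5 myeloid and pan-leukocyte miRNAs, 2 rose, 3 passed adjusted over the list alone, and the list passed (camera adjusted p = 0.00411). All 5 of the study's miRNAs rose, over all miRNAs and adjusted over the list alone, and that list passed (camera adjusted p = 2.32e-05). They were chosen on these samples, so this is not independent evidence. The erythroid and myeloid members that passed over all miRNAs are these same 5, so those list results are not independent evidence either.

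Lists of other cell types gave fewer calls in TL against UL. All 5 skeletal muscle miRNAs tested, such as miR-1a-3p (log2 0.83, SE 0.48) and miR-133a-3p (log2 0.70, SE 0.45), lay above 0, and none passed. These 2 differences were larger than those of miR-223-3p and miR-142a-5p, with a wider spread. That list passed only with a preset correlation (camera adjusted p = 0.00681), and not with an estimated correlation (adjusted p = 0.333). All 9 epithelial members lay below 0 (median −0.16), none passed, and the list had an adjusted p = 0.0409 with the preset and an adjusted p = 0.383 with an estimated correlation. Of 8 mesenchymal and smooth muscle miRNAs, 1 rose (miR-199b-5p), 2 passed adjusted over the list alone, and the list did not pass (camera adjusted p = 0.603). No member of the remaining lists passed, also adjusted over the list alone. Camera adjusted p was 0.333 for endothelial, 0.383 for nerve and glia, 0.574 for injury and inflammation, 0.621 for p53 with DNA damage and hypoxia, 0.621 for cartilage, 0.816 for lymphocyte and 0.931 for let-7 miRNAs.

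**Figure D2:**
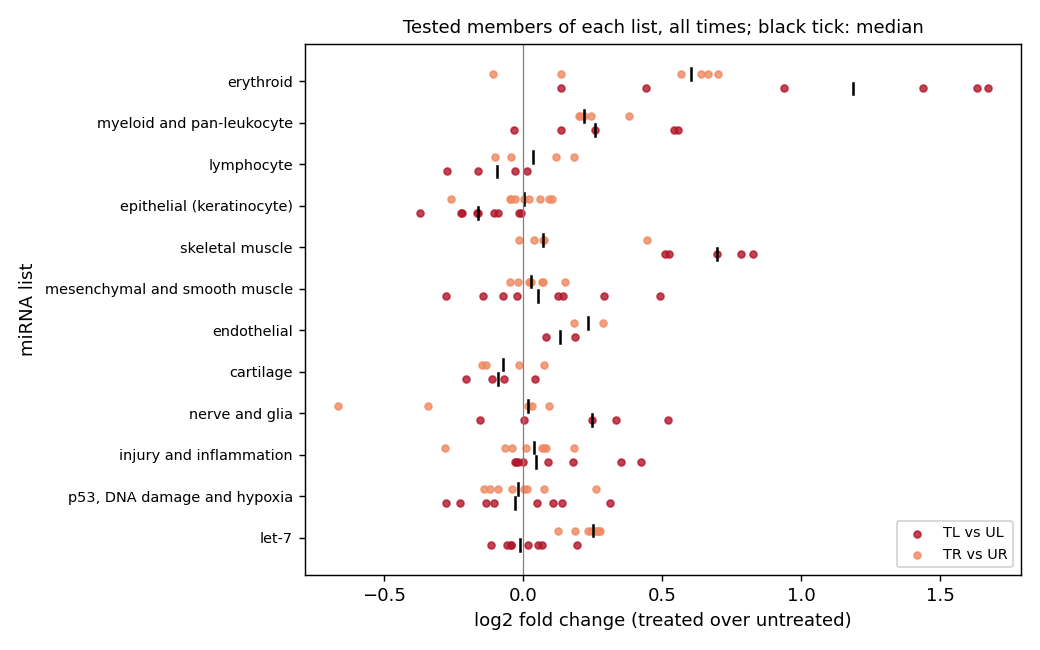
Log2 fold change (horizontal axis) of every tested member of each list (vertical axis), 1 point per miRNA, for TL against UL and TR against UR over all times. Black ticks give list medians; 5 of 6 erythroid members of TL against UL lie above 0.4.

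Comparing T with U, with both ears summed, asks for a difference anywhere in the treated mouse. The erythroid miR-144-3p was higher by 1.11 (SE 0.17, means of 545 CPM in 28 T mice and 261 CPM in 27 U mice), miR-144-5p by 1.06 and miR-451a by 0.93 on the log2 scale. The further erythroid miRNA miR-486a-5p, whose gene (chromosome 8, 23142555 to 23142682) lies in an intron of the erythrocyte gene Ank1, was higher by 0.74. It averaged 2.91 CPM over all libraries, and its call changed in 33 of 55 fits with 1 mouse left out. From the same gene, miR-486a-3p lay at log2 0.26 without passing (edgeR adjusted p = 0.561). The myeloid miR-223-3p was higher by 0.34 (SE 0.08), in 25 of 28 mice above the median of U. With edgeR, 7 miRNAs passed, 6 higher and 1 lower, 5 of them at least 1.5-fold. With 1 mouse left out at a time 5 to 15 passed, 12 to 15 without M26, M29, M2a or M9, and without the mice whose ID ends in a 15 passed, 8 higher and 7 lower. Adjusted p from edgeR over all mice was 7.89e-06 for miR-144-3p, 6.53e-05 for miR-144-5p and miR-451a, 0.00667 for miR-223-3p, 0.00438 for miR-3473a (log2 0.73), and 0.0481 for miR-486a-5p and for miR-17-3p (log2 −0.19, below the median of U in 23 of 28 mice). The leukocyte miR-142a-5p did not pass (log2 0.36, edgeR adjusted p = 0.0552). In fits with 1 mouse left out, the call changed in 26 of 55 for miR-17-3p and in 13 of 55 for miR-142a-5p.

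In T against U, 4 of 6 erythroid members rose (4 adjusted over the list alone, camera adjusted p = 0.00365). Of 5 myeloid and pan-leukocyte members, 1 rose (3 adjusted over the list alone, camera adjusted p = 0.00304). Neither endothelial miRNA passed over all miRNAs and both passed adjusted over the list alone (camera adjusted p = 0.0206): miR-126a-3p at log2 0.16 and miR-126a-5p at log2 0.18, which support vessel integrity. Of the study's 5, 4 rose (5 adjusted over the list alone, camera adjusted p = 0.000572), again not independent evidence. The other 9 lists had a camera adjusted p of at least 0.628, and 1 epithelial miRNA passed adjusted over the list alone. Scaled by library size, 11 miRNAs passed, 5 higher and 6 lower, against 6 higher and 1 lower. Without the mice that had a precipitated library, 3 passed, and miR-223-3p did not (log2 0.25, edgeR adjusted p = 0.244).

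Comparing TR with UR asks for an effect away from the exposed ear. The erythroid miR-144-3p was at a mean of 454 CPM in TR (n = 28) and 293 CPM in UR (n = 27), a log2 difference of 0.70 (SE 0.22) that did not pass (edgeR adjusted p = 0.161). As a set, the 2 endothelial miRNAs (log2 0.29 for miR-126a-3p, 0.18 for miR-126a-5p) and the 5 myeloid and pan-leukocyte miRNAs (all above 0, miR-223-5p at 0.38, miR-223-3p at 0.22) were higher in TR (camera adjusted p = 0.0468 for both). The precipitated libraries of right ears are all from UR, and without those mice neither list passed (camera adjusted p = 0.051 for endothelial and 0.217 for myeloid). Over all miRNAs, edgeR called 0 and had 70 at an unadjusted p under 0.05. DESeq2 called 3, miR-9-5p (log2 0.56), miR-672-5p (log2 0.45) and miR-126a-3p (log2 0.30); limma called 1. For miR-9-5p, named after its values were seen, edgeR gave a log2 of 0.02 (SE 0.19, adjusted p = 0.979), and 0.57 (SE 0.13, adjusted p = 0.00866) without mouse M1, whose UR ear held 489 CPM against a mean of 37.1 CPM in the other UR ears. Closest below 0 in edgeR were miR-122-5p (log2 −1.25, adjusted p = 0.155), miR-493-5p (log2 −0.77, adjusted p = 0.161) and miR-106b-3p (log2 −0.16, adjusted p = 0.182).

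Adjusted over the list alone, 2 endothelial, 1 myeloid, 4 erythroid and 3 of the study's 5 miRNAs passed in TR against UR, along with miR-9-3p of nerve and glia (log2 −0.67) and 1 of injury and inflammation below 0. Without mouse M1, whose UR ear was the highest for miR-9-3p (the other UR ears had a mean of 2.79 and a maximum of 8.16 CPM), its log2 difference was 0.02 and it did not pass. The erythroid list passed with a preset correlation (camera adjusted p = 0.00751), and not with an estimated correlation (adjusted p = 0.236). All 8 let-7 members lay above 0 (median 0.25), with an adjusted p = 0.000442 with the preset and an adjusted p = 0.268 with an estimated correlation. The study's 5, not independent evidence here, had an adjusted p = 0.0518 with an estimated correlation. The other 8 lists had a camera adjusted p of at least 0.844. The median of all 495 miRNAs in TR against UR was 0.02 with TMM scaling and −0.07 with library-size scaling. The endothelial median (0.23 and 0.15) and the myeloid median (0.22 and 0.12) were above 0 with both scalings.

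Comparing both ears of the same mice asks for a local difference, and UL against UR is its background. In treated mice miR-3473a was higher in the exposed ear, 60.6 ± 42.2 CPM in TL against 40.4 ± 65.7 CPM in TR, in 25 of 28 mice. With the mouse as a replicate block its log2 difference was 0.97 (SE 0.22, edgeR adjusted p = 0.0184); it was named after its values were seen. The erythroid miR-144-3p (log2 0.62, SE 0.22) and miR-451a (log2 0.51, SE 0.21) lay higher in TL, without passing in edgeR (adjusted p of 0.3 and 0.438). In sign-flip tests within mice, chosen after results were seen, 4 of the study's 5 miRNAs passed (permutation, adjusted p of 0.00955 for miR-144-3p, 0.0206 for miR-451a and miR-144-5p and 0.0354 for miR-223-3p) and miR-142a-5p did not (permutation, adjusted p = 0.206). These 5 were chosen on these samples, and the family adjusted over includes the comparisons they were chosen on. Closest to the threshold were miR-23a-3p (log2 0.19), miR-199b-5p (log2 0.42) and miR-99b-5p (log2 −0.41), each with an edgeR adjusted p = 0.209.

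Without a block, edgeR called 0 miRNAs in TL against TR, with 46 at an unadjusted p under 0.05; DESeq2 called 0, limma 1 and the block fit 1. Without mouse M3, whose right ear held 330 CPM of miR-3473a against 25.6 CPM in its left, edgeR called 12, 9 higher and 3 lower. As sets, erythroid miRNAs (camera adjusted p = 0.0564, block 0.0518) and the study's 5 (0.0564, block 0.0518), not independent evidence, did not pass. Adjusted over the list alone, 2 erythroid, 4 of the study's 5 and 1 mesenchymal miRNA passed. These lists and the skeletal muscle list (camera adjusted p = 0.0222) passed with a preset correlation; the adjusted p for skeletal muscle was 0.54 with an estimated correlation. The other 10 lists had a camera adjusted p of at least 0.506.

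In UL against UR, miR-9-3p, abundant in nervous tissue, was the 1 miRNA called (log2 −1.16, edgeR adjusted p = 0.0077, below the UR median in 21 of 27 ears), with 40 at an unadjusted p under 0.05. Without mouse M1 its log2 difference was −0.48, and DESeq2, limma and the block called 0. The let-7 miRNAs let-7b-5p (log2 0.38), let-7c-5p (log2 0.38) and let-7d-5p (log2 0.30) lay higher in UL without passing (edgeR adjusted p of 0.149, 0.149 and 0.247).

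The side difference tests whether left and right differ more in treated than in untreated mice. The erythroid members lay above 0 in 6 of 6 cases, led by miR-144-5p (log2 0.99, SE 0.35), miR-144-3p (0.97, SE 0.31) and miR-451a (0.87, SE 0.30), and the list passed (camera adjusted p = 0.0285, block 0.0243). In UL against UR these 3 lay at −0.46, −0.35 and −0.36, and in TL against TR at 0.53, 0.62 and 0.51, so the side difference joins lower left ears in untreated mice to higher ones in treated mice. Adjusted over the list alone, 3 of these 6, 4 of the study's 5 and miR-9-3p of nerve and glia passed. Without mouse M1, miR-9-3p went from 1.19 to 0.51 (SE 0.26, edgeR adjusted p = 0.251 over the list alone) and did not pass. The study's 5 passed as a list (camera adjusted p = 0.0338), which is not independent evidence, and the erythroid list holds 3 of these 5. Single miRNAs did not pass: edgeR called 0 with 33 at an unadjusted p under 0.05, and DESeq2, limma and the block also called 0. Skeletal muscle (adjusted p = 4.65e-05 preset, adjusted p = 0.129 with an estimated correlation) and let-7 miRNAs (adjusted p = 0.000816 preset, adjusted p = 0.436 with an estimated correlation) did not pass, and the other 9 lists had a camera adjusted p of at least 0.644. Closest to the threshold were miR-9-3p, miR-708-5p (log2 −0.67) and miR-28a-5p (log2 −0.22), each with an edgeR adjusted p = 0.281.

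Single times ask when TL departs from UL. The erythroid miR-144-3p lay higher in TL from the first time on, by 1.59 at 0 min (738 ± 351 against 270 ± 122 CPM, n = 6 each, 5 of 6 above the UL median), and 1.58 at 10 min, with 6 of 6 TL ears above the UL median at 30 min. The myeloid miR-223-3p was close in both at 0 min (means of 755 CPM in TL and 737 CPM in UL, log2 0.18). This TL mean includes mouse M2a at 305 CPM, against 749 CPM for the nearest ear, in a library with a TMM factor of 0.5. At these 3 times edgeR called 0 miRNAs, with 25, 15 and 15 at an unadjusted p under 0.05, and DESeq2 called 0. Without the mice of all 3 label marks, chosen after seeing the data, edgeR called 8 at 10 min, all higher. The adjusted p for miR-144-3p from edgeR was 0.34 at 0 min, 0.141 at 10 min and 0.855 at 30 min.

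At 60 min, miR-144-3p (log2 2.03, 758 ± 213 CPM, n = 5, against 178 ± 151 CPM, n = 3) and miR-451a (log2 1.92) were higher in TL in 5 of 5 ears (edgeR adjusted p = 0.047 for both). Each of these 2 calls was lost in 6 of 8 fits with a mouse left out. Without the mice whose ID ends in a, edgeR called 0 at this time. Lower in TL were 23 miRNAs, such as miR-532-3p (log2 −1.85), miR-500-3p (log2 −1.60) and miR-188-5p (log2 −1.48), which share a cluster on chromosome X, and the growth-associated miR-93-5p (log2 −1.40), with edgeR adjusted p of 0.0224, 0.0142, 0.0142 and 0.0142. In all, edgeR called 25, with 96 at an unadjusted p under 0.05. Without UL mouse M9 edgeR called 0, with 6 at an unadjusted p under 0.05, and the median log2 of the 23 lower miRNAs went from −1.22 to −0.34. Without TL mouse M10a it also called 0, but with 85 at an unadjusted p under 0.05 and a median of −1.16. Of the 23 lower miRNAs, 22 were highest in the left ear of M9 among all UL ears, and scaling by library size also gave 0.

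At 120 min, erythroid and myeloid miRNAs were both higher in TL (n = 6) than in UL (n = 6). The myeloid miR-223-3p was at 1115 ± 118 CPM against 553 ± 67.1 CPM (log2 1.03, SE 0.23), and the lowest TL ear (947 CPM) lay above the highest UL ear (632 CPM). The leukocyte miRNAs miR-142a-5p (log2 0.99) and miR-142a-3p (log2 0.91) and the erythroid miR-144-5p (log2 2.19), miR-144-3p (log2 1.91) and miR-451a (log2 1.77) were also higher, each above the UL median in 6 of 6 ears. With miR-301b-3p (log2 1.04) and miR-450b-3p (log2 0.98), 8 miRNAs passed in edgeR, all higher and at least 1.5-fold, with adjusted p from 0.0101 (miR-223-3p) to 0.0409 (miR-301b-3p). Of 5 myeloid and pan-leukocyte miRNAs, 3 rose, 3 passed adjusted over the list alone, and the list passed (camera adjusted p = 0.000706). Of 6 erythroid miRNAs, 3 rose (3 adjusted over the list alone, camera adjusted p = 0.0437). All of the study's 5 rose, also adjusted over the list alone (camera adjusted p = 0.00125), which is not independent evidence. Of 2 endothelial miRNAs 1 passed adjusted over the list alone (camera adjusted p = 0.131), and the other 9 lists had a camera adjusted p of at least 0.591. With the untreated mice that had a precipitated library left out, 4 UL mice remained and 1 miRNA passed, miR-223-3p. Without the mice of all 3 label marks, chosen after seeing the data, edgeR called 0. At 120 min this setting keeps the same 6 TL and 4 UL mice. The step from 1 call to 0 thus comes with fewer mice at the other times, which share the fit. Scaled by library size 3 passed, and with 1 mouse left out at a time 2 to 9 passed, with 7 of 12 mice moving the count by more than 1.5-fold.

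The other comparisons at 120 min gave no call. In T against U the erythroid miR-144-5p (log2 1.32), miR-144-3p (1.18) and miR-451a (1.15) lay higher (edgeR adjusted p = 0.214 for each), and edgeR called 0 with 26 at an unadjusted p under 0.05. The highest miRNAs in TL against TR were miR-3473a (log2 1.56) and miR-690 (log2 1.42), each with an edgeR adjusted p = 0.803. Here edgeR called 0 with 19 at an unadjusted p under 0.05, and the block called 0. In TR against UR and UL against UR, edgeR called 0 with 5 and 3 at an unadjusted p under 0.05. DESeq2 called 0 in all 4 of these comparisons.

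Changes over time were first read as 120 against 0 min within a sample type. In TL, miR-192-5p, a p53-responsive miRNA (log2 −0.78), and the epithelial miR-205-3p (log2 −1.04) lay lower at 120 min without passing (edgeR adjusted p = 0.0634 for both), and miR-21a-3p, from an injury-induced gene, lay higher (log2 0.92, adjusted p = 0.244). In TL edgeR called 0 with 51 at an unadjusted p under 0.05, whereas DESeq2 called 2, miR-205-3p and miR-192-5p. Adjusted over the list alone, miR-21a-3p passed above 0 and miR-31-5p and miR-31-3p below 0 in the injury list, and miR-192-5p below 0 in the p53 list. No list passed (camera adjusted p at least 0.401, myeloid). In TR, UL and UR edgeR called 0, with 6, 6 and 5 at an unadjusted p under 0.05, and DESeq2 called 0.

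The time change compares this 120 minus 0 min difference between TL and UL. The myeloid list lay above 0 in this difference (camera adjusted p = 0.0283), with miR-223-3p at 0.84 (SE 0.32), miR-142a-5p at 0.84 (SE 0.39), miR-142a-3p at 0.78 (SE 0.34) and miR-223-5p at −0.01 on the log2 scale. It joins higher values at 120 min in TL, by 0.44 for miR-223-3p, to lower ones in UL, where mean miR-223-3p was 737 CPM at 0 min and 553 CPM at 120 min and mean miR-142a-5p 458 and 322 CPM. Adjusted over the list alone 1 of its 5 members passed, miR-223-3p, and the list did not pass with fry (adjusted p = 0.0717) or without the mice that had a precipitated library (camera adjusted p = 0.0912). Of the study's 5, not independent evidence, 1 passed adjusted over the list alone; the list had an adjusted p = 0.0328 with a preset and an adjusted p = 0.691 with an estimated correlation. All 8 let-7 miRNAs lay below 0 (median −0.50, adjusted p = 0.0469 preset, adjusted p = 0.691 with an estimated correlation). The other 10 lists had a camera adjusted p of at least 0.691, with 1 p53 miRNA adjusted over the list alone. Over all miRNAs edgeR called 0 with 20 at an unadjusted p under 0.05, and DESeq2 called 0; miR-375-3p (log2 −1.34) and miR-192-5p (log2 −0.85) stood closest among the lower (edgeR adjusted p = 0.694 for both).

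**Figure D3:**
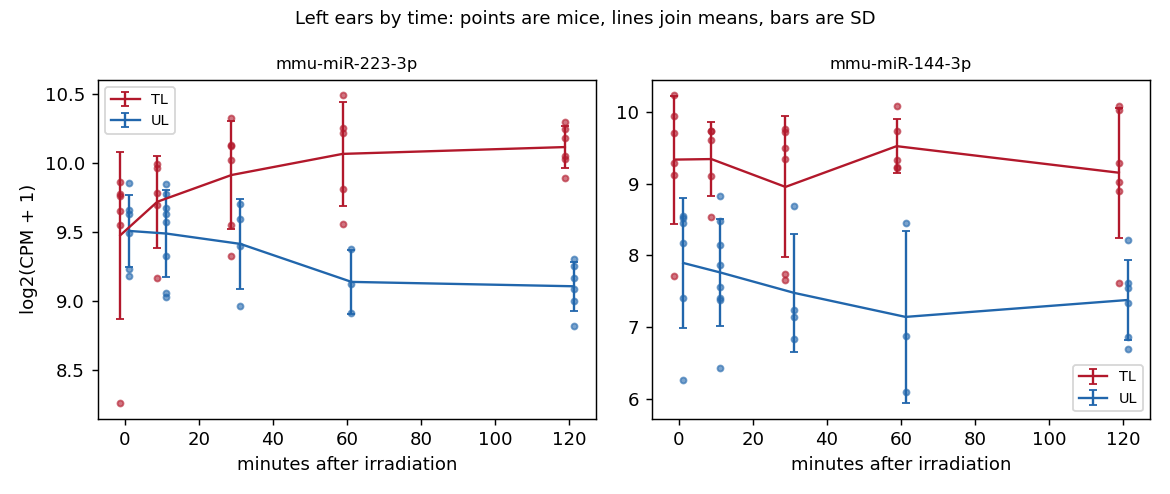
Level of miR-223-3p and miR-144-3p as log2(CPM + 1) on the vertical axis against collection time in minutes, 1 point per mouse, in TL and UL. Time runs from the end of exposure in TL, and UL mice were not exposed. Lines join means and bars give SD. The level of miR-223-3p averaged 755 CPM in TL at 0 min and 1115 CPM at 120 min, and 737 and 553 CPM in UL. The TL ears at 0 min include mouse M2a at 305 CPM of miR-223-3p.

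Over all 5 times, miR-223-3p went up with time in TL (Spearman rho = 0.61, permutation p = 0.00072, adjusted p = 0.0144, Pearson r = 0.47, permutation p = 0.00929, adjusted p = 0.0929, n = 28, 20 relations tested). The 20 relations are those of the study's 5 miRNAs, chosen on these samples, so the adjusted p does not cover that choice and is not independent evidence. Leaving out any 2 of the 6 mice at 120 min kept r of miR-223-3p between 0.41 and 0.50. With TMM scaling rho was 0.46 (permutation, adjusted p = 0.152), and without M2a, whose TL library had the lowest TMM factor, 0.58 (permutation, adjusted p = 0.0386). In TL mice whose ID ends in a (n = 8) rho was 0.34 (exact p = 0.422), and in the others (n = 20) it was 0.60 (permutation, adjusted p = 0.0565). In UL the rho of miR-223-3p with time was −0.52 (permutation p = 0.00659, adjusted p = 0.0581, r = −0.55, permutation p = 0.00333, n = 27), and r was −0.59 to −0.43 with 2 of the 120 min mice left out. For miR-142a-5p in TL rho was 0.49 (permutation p = 0.00872, adjusted p = 0.0581, r = 0.41, permutation p = 0.0276), with r of 0.34 to 0.44 with 2 of the 120 min mice left out. Without the mice whose ID ends in a its rho was 0.67 (permutation, adjusted p = 0.0384). In TR and UR and for the erythroid miRNAs no relation passed (permutation, adjusted p at least 0.245).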

Values the study reported

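The study obtained 1966 miRNAs, of which 495 were kept as stably expressed. It described 3 miRNAs with a more than 1.5-fold increase in treated against untreated mice, miR-144-3p, miR-144-5p and miR-451a. It gave correlations with time of 0.61 for miR-223-3p and 0.49 for miR-142a-5p in the left ears of treated mice.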

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

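The tests of red cell RNA, of mouse M9 and of a fall in UL alone, the condition on the baseline of miR-150-5p, the test of precipitation within mice and the correlation without M2a, were chosen only after results were seen. Ears far from the others of their group came from mice M2a, M1a, M29 and M33, by the gap to the nearest ear as a share of the range. In TL at 0 min M2a was lowest for miR-142a-5p (0.759, 190 CPM against 446 CPM for the nearest ear), miR-223-3p (0.804, 305 against 749 CPM) and miR-144-5p (0.644). This library stood apart as a whole, with the lowest TMM factor (0.5, next lowest 0.785) and the highest share of counts in the 10 most abundant miRNAs (65.3%), so CPM values of most miRNAs are low in it before TMM scaling. Without M2a, the rho of miR-223-3p with time in TL was 0.58 (permutation, adjusted p = 0.0386). In TR, M1a at 0 min (0.633) and M29 at 30 min (0.810) were lowest for miR-142a-5p and M33 at 120 min (0.658) for miR-144-5p. These are 6 of 90 groups, and chance picks out about 1 in 20. Differences between arms were found for the erythroid list (side difference, camera adjusted p = 0.0285) and the study's 5 (side difference, camera adjusted p = 0.0338). They were also found for the myeloid list (time change, camera adjusted p = 0.0283, and 0.0912 without the mice that had a precipitated library) and the slope of miR-223-3p in left ears (0.50 log2 per 60 min higher in T, permutation, adjusted p = 0.0471). Slopes were tested for the study's 5 miRNAs only, chosen on these samples, so their adjusted p does not cover that choice. The slope difference of miR-223-3p was 0.42 with TMM scaling (permutation, adjusted p = 0.195), 0.44 without the mice whose ID ends in a (permutation, adjusted p = 0.115) and 0.56 without those with a precipitated library (permutation, adjusted p = 0.0392). That of miR-142a-5p was 0.46 (permutation, adjusted p = 0.112), and 0.55 without the mice with a precipitated library (permutation, adjusted p = 0.0417).

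Erythroid miRNAs were higher in TL than in UL, with miR-144-3p at log2 1.67. Precipitated libraries and the mice whose ID ends in a were argued against as causes, as miR-144-3p stayed at 1.60 and 1.75 without them. More whole blood in TL would likely raise the lymphocyte miR-150-5p, which was at −0.27, a gap to miR-223-3p of −0.82 (SE 0.17) that is past the bound of 2 SE set beforehand. That bound was a poor one for erythroid miRNAs, since miR-223-3p is not one and 614 ± 411 CPM of miR-150-5p in UL could hide what blood with the 1588 CPM rise of miR-451a adds, so whole blood stays open, as does more red cell RNA alone (median 0.44 outside the Mir144 and Mir451a locus). The median of 0.44 rests only on miR-363-3p (log2 0.14), miR-486a-3p (0.44) and miR-486a-5p (0.94), at low mean levels of 3.14, 6.34 and 2.91 CPM. A response to NTP could give the same values, and these tests do not tell it from more red cell RNA.

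The 23 miRNAs lower in TL at 60 min had a median log2 of −1.22. Without mouse M9 the median was −0.34, and without any other mouse it was −1.16 to −1.55, so 1 library could account for most of this pattern. No biological explanation was tested.

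The myeloid miR-223-3p was higher in TL at 120 min (log2 1.03). A fall with time in UL alone needs a correlation at or below 0 in TL, where rho was 0.61 (permutation p = 0.00072). With TMM scaling rho was 0.46 (permutation p = 0.0164, adjusted p = 0.152), still above 0, and the 120 against 0 min difference in TL was 0.44 (SE 0.23, edgeR adjusted p = 0.505). The values lean against a fall in UL alone, but it stays open, as the smaller rho does not pass after adjustment over 20 relations. These relations are also of miRNAs chosen on these samples. Its slope in UL was −0.22 and in TL 0.28 log2 per 60 min.

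Within untreated mice, the right minus left difference of miR-223-3p differed by −0.54 between mice with only the right ear precipitated (n = 4) and mice with none (n = 20, exact p = 0.0332, adjusted p = 0.166). For miR-144-3p this difference was −0.28 (exact p = 0.631).

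Regrouping the mice asks how often as many miRNAs pass by chance, and the splits counted here include the real one. For TL against UL as many passed in 4 of 100 splits over all times and in 1 of 100 at 120 min, the real one, where the highest other split called 3. As many passed in 6 of 100 for T against U, 5 of 100 for UL against UR and 3 of 56 at 60 min, each with the real split among them, so chance was not excluded there. Other splits called up to 50 miRNAs for T against U, 32 for TL against UL, 32 at 60 min and 58 at 10 min, which may reflect a structure of the samples beyond the arms. The other comparisons called 0, so every split called as many or more. The most any split called was 9 for TR against UR, 21 for TL against TR, 1 for the side difference, 9 at 0 min, 7 at 30 min, 10 for 120 against 0 min in TL and 2 for the time change. It was 1 for T against U at 120 min, 0 for TR against UR at 120 min, 1 for TL against TR at 120 min (32 splits), 2 for UL against UR at 120 min (32 splits), 1 in TR over time, 1 in UL and 0 in UR.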

How the results depend on the processing

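Leaving out all 3 label marks together, testing lists without the mice that had a precipitated library, and correlating with time without M2a, were chosen after seeing the data. Of the results that are counts or tests, 180 stayed under an alternative, 44 moved and 1 became weaker. For a count, having stayed means that it was equal or close to that of the chosen fit. A comparison with no call in either fit also counts as having stayed. The comparisons that called miRNAs in the chosen fit supply many of the 44 that moved. The tally thus does not show how stable their calls are. Of values for single miRNAs, 547 stayed, 104 became weaker, 4 stronger and 6 lost their sign.

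With DESeq2, 11 miRNAs passed in T against U, 3 in TR against UR, 0 in UL against UR and 2 in 120 against 0 min in TL. Scaled by library size, 11 passed in T against U, 1 in TR against UR, 0 at 60 min and 3 at 120 min (TL against UL). With limma, 1 passed in TR against UR, 1 in TL against TR and 0 in UL against UR. The Welch test gave 4 in TL against UL, 2 at 120 min and 0 in UL against UR. With no filter (1782 miRNAs), 14 passed in TL against UL, 0 at 60 min, 4 at 120 min, 2 in TR against UR, 4 in TL against TR and 1 in the side difference. The stricter filter gave 5 at 120 min, 0 in UL against UR and 2 in 120 against 0 min in TL. Ears as separate samples gave 25 in T against U, where each mouse counts 2 times. The replicate block gave 1 in TL against TR and 0 in UL against UR, and changed no other call. Outside the filters and fewer mice, the cause was not tested.

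Without the mice whose ID ends in a, 15 passed in T against U, 22 in TL against UL and 0 at 60 min. Without those with a precipitated library, 3 passed in T against U and 1 at 120 min, and arm had a permutation p of 0.14. Without M38, 1 passed in 120 against 0 min in TL. Without all marked mice, 8 passed at 10 min and 0 at 120 min, where the mice kept are the same as without those with a precipitated library.

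Lists past the threshold with a preset correlation were 5 in TL against UL, 5 in TR against UR, 3 in TL against TR, 4 in the side difference and 3 in the time change. With fry they were 2 in TL against TR and 0 in the time change. Without the mice that had a precipitated library they were 0 in TR against UR and 0 in the time change. With TMM scaling, 0 correlations with time passed. The rho of miR-451a in TL went from 0.01 to −0.10 with TMM scaling, to −0.10 without the mice whose ID ends in a and to −0.0769 without M2a. That of miR-223-3p in UR went from −0.06 to 0.0367 with TMM scaling and to 0.00492 without the mice whose ID ends in a, and that of miR-144-3p in UR from −0.04 to 0 with TMM scaling. The cause was not tested.

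Leaving out 1 mouse at a time gave 5 to 15 calls in T against U (12 without M26, 14 without M29, 13 without M2a, 15 without M9) and 7 to 16 in TL against UL (16 without M36). It gave 0 to 1 in TR against UR (1 without M1 or M7), 0 to 12 in TL against TR (12 without M3) and 0 to 3 in UL against UR (0 without M1, 3 without M42). At 60 min it gave 0 to 65 (0 without M9 or M10a, 5 without M20, 7 without M10, 16 without M31, 51 without M18, 65 without M5). At 120 min it gave 2 to 9 (2 without M33, 3 without M8, 5 without M7, M19, M32, M40 or M43). For 120 against 0 min in TL it gave 0 to 2 (2 without M22, 1 without M38 or M39), and 0 to 0 in the other comparisons, except that the time change was not run with mice left out. At 60 min only 3 UL mice were available. There 64.7% of simulated 2-fold changes were called, with far more miRNAs changed than passed in the real samples.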

Other observations

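Permutation tests of the study's 5 miRNAs, a family of 40, were chosen only after results were seen, and the miRNAs were chosen on these samples. They used log2(CPM + 1) without TMM scaling. The family includes TL against UL and T against U, the comparisons on which the study chose these miRNAs. Their small p lower the adjusted p of the other comparisons, so a pass there is not independent evidence. In the side difference, miR-144-3p lay 1.01 higher in treated mice (permutation, adjusted p = 0.00483, 21 of 28 mice) and miR-223-3p 0.36 higher (permutation, adjusted p = 0.0206, 24 of 28 mice). In TR against UR, miR-144-3p lay 0.65 higher (permutation p = 0.0144, adjusted p = 0.0240). There miR-144-5p lay 0.53 higher (permutation p = 0.0202, adjusted p = 0.0311), and the precipitated right ears are all from UR. There miR-451a (0.45), miR-223-3p (0.14) and miR-142a-5p (0.15) did not pass (permutation, adjusted p of 0.0885, 0.243 and 0.330). In TL against TR, 4 of 5 passed: miR-144-3p (0.72), miR-451a (0.61), miR-144-5p (0.52) and miR-223-3p (0.24), with permutation adjusted p of 0.00955, 0.0206, 0.0206 and 0.0354, while miR-142a-5p (0.17) did not (permutation, adjusted p = 0.206). In TL against UL at 0 min, miR-144-3p lay 1.44 higher (exact permutation, adjusted p = 0.0311). At this time edgeR called 0, with a smallest adjusted p of 0.34, and only 3 of 6 mice in each arm carry none of the label marks. There miR-144-5p (1.15), miR-451a (1.14), miR-223-3p (−0.03) and miR-142a-5p (−0.03) did not pass (exact permutation, adjusted p of 0.0597, 0.0885, 0.946 and 0.946). In UL against UR, the background between ears, miR-142a-5p lay at −0.24 (permutation, adjusted p = 0.0318), and the other 4 did not pass (permutation, adjusted p at least 0.0663).

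The Welch test with a 1.5-fold limit gave 6 miRNAs for T against U. This is higher than the count quoted from the study. The study also set a limit on effect size, but the cause of the gap was not tested. Both tests took ears as separate samples, so both ears of a mouse were counted, unlike the chosen fit, which summed them.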
